A study of Saccharomyces cerevisiae with 20 samples. Its data were reported in "Distinct structural groups of histone H3 and H4 residues have divergent effects on chronological lifespan in Saccharomyces cerevisiae" (2022).

How the data were processed

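Barcode counts were analysed from 20 libraries of 1 pooled culture of a yeast histone mutant library derived from strain JDY86. The libraries were the quiescent and the non-quiescent fraction of 10 days, with 1 library each, and the fraction and day of each came from its labels. The authors counted the up and the down barcode of each strain in single-end Illumina reads with get_seqs_from_fastq and match_barcodes_to_strain, and the values of the deposited library files are raw read counts. Each file listed 488 barcode pairs, of which 423 were paired with a mutation by the deposited barcode table. The other 65 pairs, 57 of them with counts, had no strain name there and were left unnamed rather than guessed, and they held 10.6% to 20.7% of a library's counts. The wild type was listed 2 times under 1 barcode pair, and its second listing held 0 counts in every library, so that its values rest on the first. Totals per library were 126647 to 337544 counts.

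A second deposited table holds log2 values made by the authors for the quiescent fraction: the mean of the up and down counts of a day over that of the start, adjusted for the amplified DNA signal. It was checked against the counts. At 7 of the 8 day columns used, its values equalled the log2 ratio of the quiescent counts plus 1 constant per day, within 0.001, for every kept strain compared (346 or 347), and at day 44 for 344 of 347. The constant ran from -3.18 (day 1) to -5.45 (day 34). These values are not centred, so ratios here were recomputed from the counts. Of the 9 day columns, that of day 24 was not used here, since 4 of its 344 values equalled such a ratio within 0.001 and the others scattered about it with an SD of 0.200. That table held 408 strains, and 57 were not matched to a strain name and were not used. No genome coordinates are given, since residues are numbered within each histone, without the initiator methionine.

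Up and down counts of a strain were summed. Strains with a mean of at least 10 counts per library were kept, which left 347 of 422, and 68 strains were at 0 in all libraries. Of the H3 tail deletions 31 of 51 were kept, and of the H4 tail deletions 15 of 20. The day 44 ratio was the log2 of the quiescent count at day 44 over day 0, less the median over kept strains (-0.26), with 0.5 added only where a count was 0. Its 95% interval was exact (Clopper-Pearson) on the share of the later count, which covers counting error only. It has no test, since each day had 1 library. Time courses in the plot were centred in the same way.

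Trends were tested with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood F-test, TMM normalization, Benjamini-Hochberg adjusted p under 0.05). The models were the slope on log2(day + 1) over the 10 libraries of each fraction, the slope on day over the quiescent libraries of days 7, 14, 24, 34 and 44, the fraction term over 20 libraries with day as a block, and the interaction of fraction with log2(day + 1), also with day as a block. The error is the scatter of libraries about the line in 1 culture, with 8, 3, 8, 9 and 8 residual degrees of freedom for the quiescent, stationary, non-quiescent, fraction and interaction models, so p-values do not cover differences between cultures. They also take the days, which are serial samples of that culture, as independent. The biological coefficients of variation were 0.356, 0.189, 0.315, 0.342 and 0.267 in that order. Each result was also obtained with the Wald test of DESeq2 1.42.0.

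Lists of residues were drawn up before the data were examined, as were the comparisons, the tests, the rule for named strains and the first set of alternatives. They were the N-terminal tail of each histone, the H4 basic patch, the LRS surface, SIN positions, acetylated tail lysines, modifiable core lysines, phosphorylatable tail residues, minor-groove arginines, hydrophobic fold residues changed to alanine, deletions of each tail, and the helices, loops and C-termini of both histones. The study named 3 further lists from these samples (contacts of Sir3, fold edges and buried residues). Each of the 27 lists was compared with all other single substitutions by a two-sided permutation test of the difference in means over strains (100000 resamples, exact where few combinations exist) for 3 outcomes, the day 44 ratio, the stationary slope and the fraction effect, which makes 81 tests, adjusted within each outcome. The smallest p these resamples can give is 1e-05. The 3 comparisons of substitutions within residues used a two-sided sign-flip permutation test. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

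Named strains followed a rule: the 10 highest and 10 lowest day 44 ratios with both barcodes on the same side of the median, the 5 steepest called slopes in each direction after day 7, the 5 largest called fraction effects in each direction (none passed), the wild type and every strain at H4K16, H4H18, H3E50 and H3T11, and the 2 highest and 2 lowest strains of each list. Other names are marked as chosen after their values were seen.

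The tests were tried on simulated counts with the depth of these libraries, where 200 of 347 strains were changed. Of strains changed 2-fold and 4-fold, the quiescent model recovered 61% and 92%, the stationary model 68% and 92%, the non-quiescent model 56% and 91%, the fraction model 89% and 100% and the interaction 22% and 80%. Of 147 unchanged strains 2, 2, 3, 6 and 2 were called, and 0 of 347 when no strain was changed. These rates apply to the simulated counts, which were matched to the real libraries in depth and were not shown to match their correlation between days. The real fraction differences correlated at 0.81 to 0.95 across strains from day 14 to day 44. The simulation therefore cannot give the error rate or the power of these models on the real serial samples. For the list test, 10 of 15 lists shifted by 2.0 log2 units and 0 of 45 lists without a shift were called.

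Alternatives covered DESeq2 size factors, library totals and the wild type as scaling, the Wald test, other count filters, each barcode alone, each day left out, other time scales and spans, other baselines and late times, the non-quiescent fraction, residues as the unit of the lists, and medians. Chosen after seeing the data were the exchange of the day 5 libraries between fractions, the fit without the 10 most abundant strains, the interaction over days 7 to 44 and some alternatives for the lists on slope and fraction effect. Day as a block paired the 2 libraries of each day in the fraction and interaction models. One centring was also reconsidered after its values were seen, and both versions are given with the strains lowest at day 44.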

Results

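A pooled library of yeast strains, each carrying a designed substitution or deletion in histone H3 or histone H4 and a pair of identifying DNA barcodes, was followed in 1 ageing culture. The culture was sampled on 10 days (0, 1, 2, 3, 5, 7, 14, 24, 34 and 44). At each day the cells were parted on a density gradient into a quiescent and a non-quiescent fraction, and the barcodes of each fraction were amplified and counted. This gave 20 libraries, 10 per fraction, with 1 library for each fraction and day. There were therefore no replicates, and intervals given for single ratios cover counting error only, since amplified reads are not independent molecules. The libraries held between 126647 (quiescent, day 24) and 337544 counts (quiescent, day 34). Of 422 named strains, 354 had a count in some library and 347 were kept for the comparisons: 297 single substitutions, 46 tail deletions, 3 strains with several substitutions and the wild type. The median count of a kept strain ranged from 206 to 486 between libraries, and the 10 most abundant strains took 9.65% to 19.2% of the counts.

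The first comparison asked which strains kept or lost level in the quiescent fraction, as the level at day 44 over that at day 0, relative to the median strain. The study diluted the culture into fresh medium before the long incubation, so the first days include growth. This ratio therefore mixes growth with survival, and its SD across strains was already 1.26 at day 1, against 2.04 at day 44. Strains substituted at H4K16, a lysine whose acetylation state governs silent chromatin, and at its neighbour H4H18 lay at the top, with H4L22A, H3T80D and H3E50A. H4H18A stood at a log2 ratio of 2.68 (95% counting interval 2.52 to 2.84), from 374 counts at day 0 to 1996 at day 44. H4L22A stood at 2.63 (2.51 to 2.76), H4H18Q at 2.54, H4K16Q at 2.52, H3T80D at 2.48, H3E50A at 2.45 on 16 and 73 counts (1.66 to 3.33) and H4K16R at 2.32. The deletion of H4 residues 9 to 16 reached 2.13, H4K16A 1.98 and H4N25D 1.95, whereas H4N25A stood at 0.26. The wild type stood at 0.41 (0.29 to 0.54), below 114 strains and above 232.

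Losses were larger than gains. There were 49 strains more than 2-fold above the median strain and 92 more than 2-fold below it, of which 65 were more than 4-fold and 28 more than 16-fold below. Relative to the wild type, 19 strains lay more than 2-fold above. The lowest strains were the deletion of H3 residues 4 to 15, at -8.65 on 481 counts at day 0 and 1 at day 44 (95% counting interval -13.95 to -6.16), and H3L60A, at -8.53 on 442 and 1 (-13.83 to -6.04). H3L60A, H3F104A (-8.37 on 1990 and 5 counts), H3Q68A (-7.48 on 429 and 2, -10.53 to -5.62) and H4D85A (-6.46 on 211 and 2, -9.51 to -4.59) change residues inside the folded core of the nucleosome. In the H3 tail, the quadruple substitution H3K4,9,14,18R stood at -8.38 on 801 and 2 counts (-11.43 to -6.53), H3K18Q at -6.00 and the deletions of residues 5 to 20 and 13 to 24 at -8.01 (309 and 1 counts, -13.32 to -5.52) and -6.50 (326 and 3 counts, -8.79 to -4.94). The deletion of H4 residues 1 to 4 stood at -6.95 on 1479 and 10 counts.

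Several of the lowest strains were already depleted at day 1. In the quiescent fraction of that day, H3L60A stood at -5.45, H3F104A at -4.29 and H3Q68A at -4.17 relative to day 0. Counted from day 7 instead of day 0, these 3 strains stood at -1.77, -3.60 and -2.23 at day 44, and the deletion of H3 residues 5 to 20 at -0.77. At days 7 and 44 H3L60A held 4 and 1 counts, H3F104A 71 and 5 and H3Q68A 11 and 2, and that deletion held 1 count at day 44. Strains with so few counts left at day 7 could not show a much larger fall, so a small later drop does not show that their loss had stopped. H3K18Q, at -3.80, and the deletion of H4 residues 1 to 4, at -3.82, lost more of their level after day 7. With the day 7 baseline, 7 of the 10 highest strains were the same and 3 of the 10 lowest. The up and the down barcode, counted separately, placed 302 of 347 strains on the same side of the median, and their ratios had a Spearman correlation of 0.93 across strains, which are not independent replicates.

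**Figure D1:**
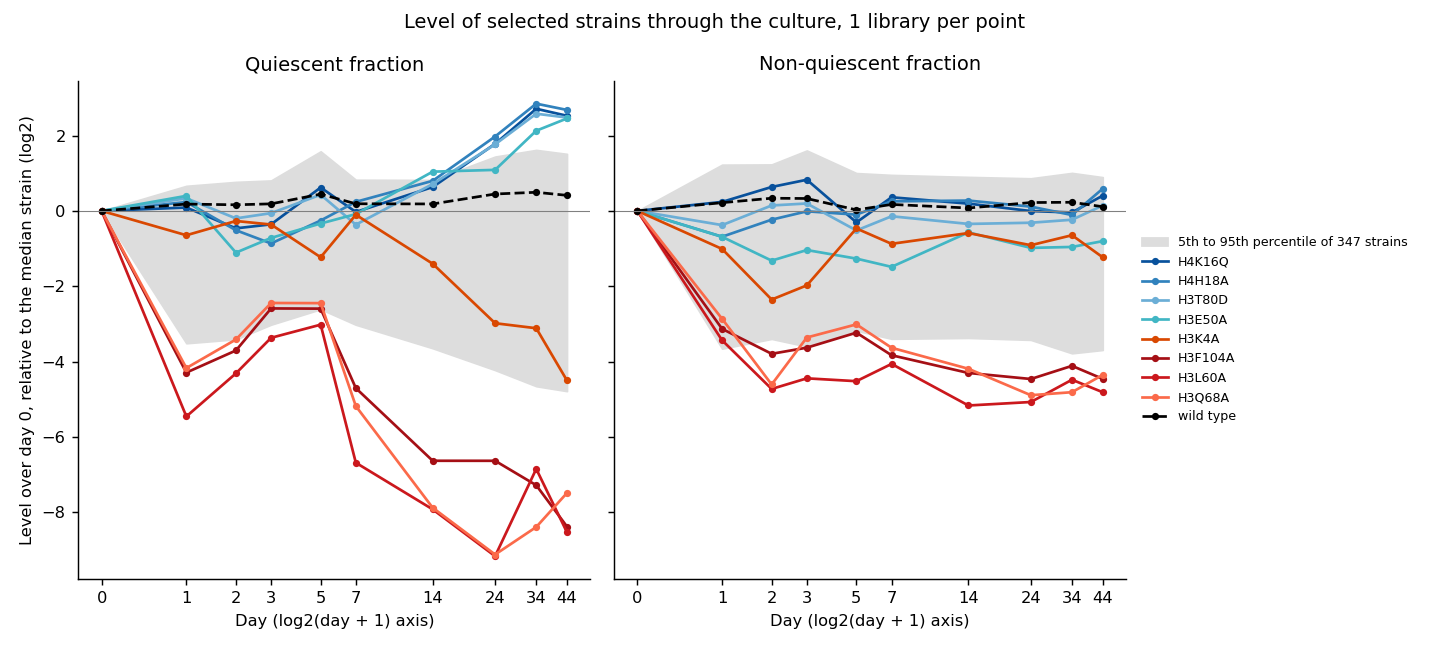
Level over day 0 relative to the median strain (log2) against day (log2 scale of day plus 1) in the quiescent and the non-quiescent fraction, with 1 library per point, 9 strains as lines and the 5th to 95th percentile of 347 strains in grey. H3L60A stood at -5.45 at day 1 in the quiescent fraction, whereas H3K4A stood at -0.10 at day 7 and -4.50 at day 44.

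The next comparison asked which strains gained or lost share within stationary phase, as the slope over days 7 to 44 in the quiescent libraries. H4K16A rose by 0.84 ± 0.11 log2 units per 10 days (SE, edgeR adjusted p = 0.0025), H3T80D by 0.81 ± 0.13, H4K16Q by 0.79 ± 0.14, H4H18A by 0.77 ± 0.12 and H4H18Q by 0.72 ± 0.12. The steepest falls were in H4V86A (-1.23 ± 0.17, adjusted p = 0.0028), H4I66A (-1.18 ± 0.13), H3K4A (-1.11 ± 0.14), H3R2A (-1.09 ± 0.18) and the deletion of H4 residues 1 to 4 (-1.09 ± 0.15). H3K4 is the lysine that Set1 methylates at active genes. H3E50A (0.64 ± 0.13), H3E50Q (0.41 ± 0.11), H4K16R (0.59 ± 0.14) and H3T11D (0.26 ± 0.05) also rose, whereas H3T11A (0.08, adjusted p = 0.205) and the wild type (0.10 ± 0.07, adjusted p = 0.254) did not pass the test. Of the 4 strains changed at buried core residues, H3F104A fell (-0.87 ± 0.19), and H3L60A (-0.14), H3Q68A (-0.83) and H4D85A (-0.52) did not pass. Over days 7 to 44 H3L60A held 4, 2, 0, 6 and 1 counts and H3Q68A 11, 2, 0, 2 and 2. A missing call on such counts does not show that a strain stopped falling.

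In all, 141 of 347 strains had a slope past the threshold, 62 rising and 79 falling, and the DESeq2 Wald test called 129. The split leaned further to falling strains when counts were scaled to library totals (33 rising, 109 falling) or to the wild type (37 rising, 104 falling), and scaling to totals moved the median slope to -0.0105 log2 units per day. The result leaned on single libraries: 32 strains passed without day 7 (6 rising, 26 falling) and 73 without day 34 (29 rising, 44 falling), and H4K16Q, H4K16R, H4H18Q, H3E50A, H3E50Q and H3T11D no longer passed without day 7. H4K16R also missed without day 14 and H3E50Q without day 34.

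Over the whole course from day 0 to day 44, 169 of 347 strains had a trend in the quiescent libraries, 75 rising and 94 falling. The split was 49 rising and 104 falling with library totals, and 43 rising and 129 falling with the wild type as the reference. Without day 5 it turned, to 104 rising and 94 falling. The day 5 libraries, to which the fraction comparison returns, resembled the day 3 libraries of the opposite fraction.

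The lists of residues fixed beforehand were then compared, each against all other single substitutions, at day 44 over day 0. Of 27 lists, 8 passed the permutation test, 4 above and 4 below, of which 6 were among the 24 lists drawn up before the data were examined. The study had already reported from these samples that changes at H4K16 and H4H18 extended lifespan and that H3F104 was implicated in its reduction. Lists that hold such strains are therefore not wholly independent of its findings. The unit of these tests was the strain, and strains of 1 pool are not replicate cultures. With residues as the unit 5 lists passed, and the H4 basic patch, the acetylated tail lysines and the third helix of H4 did not.

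Substitutions in the H4 N-terminal tail lay higher than other substitutions, by a mean of 1.23 log2 units (47 strains, permutation adjusted p = 0.00036). Of these, 37 stood above the median strain. In stationary phase 10 rose and 7 fell (10 and 6 when adjusted over the list alone), with H4H18A and H4L22A at the top and H4R3K (-4.71) and H4I29A (-2.62) at the bottom. The basic patch of that tail, residues 16 to 20, which contacts Sir3 and the neighbouring nucleosome, lay 1.74 units higher (12 strains, permutation adjusted p = 0.0112). Within the patch 6 strains rose and none fell, also when adjusted over the list alone, and the lowest were H4R17K (-0.68) and H4K20A (-0.13). Its strains at H4K16 and H4H18 stood at 1.98 to 2.68, whereas those at H4K20, chosen after their values were seen, stood at -0.13 to 0.33. The patch is part of the tail list, and strains at H4K16 are also among the acetylated tail lysines, so these lists are not independent. The acetylated tail lysines of both histones lay 1.16 units higher (27 strains, permutation adjusted p = 0.0106). There 10 rose and 2 fell (13 and 2 when adjusted over the list alone), with H3K18Q and H4K12R (-1.29) as the 2 strains below the median.

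The residues that the study named as contacts of Sir3 lay 2.68 units higher (10 strains, permutation adjusted p = 0.000432), with 10 of 10 above the median and 9 rising, also when adjusted over the list alone. The study chose this list on these samples, so it is not independent evidence. The same holds for the buried residues it named, which lay at -7.34 (4 strains, permutation adjusted p = 0.00027). Of these 1 of 4 fell in stationary phase, also when adjusted over the list alone, with the low counts given above for H3L60A and H3Q68A. It holds too for the residues the study placed at the edges of the histone fold, at 0.90 (18 strains, permutation adjusted p = 0.103). Of the last list 6 strains rose and 1 fell, with the same counts when adjusted over the list alone.

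Hydrophobic residues of the histone fold changed to alanine lay lower, by -1.73 (26 strains, permutation adjusted p = 0.00036), with 21 of 26 below the median. Of these 13 fell and 4 rose, with the same counts when adjusted over the list alone. H3F104A and H4V86A (-5.98 on 151 and 2 counts, -9.03 to -4.10) were lowest, and H4I50A (1.24) and H3V96A (0.77) highest. The third helix of H4 lay at -1.36 (13 strains, permutation adjusted p = 0.0347), with 12 of 13 below the median and H4S83A (1.16) as the exception. There 7 fell and none rose (7 and 1 when adjusted over the list alone). This helix did not pass at day 44 over day 0 on the down barcode alone or in the non-quiescent fraction.

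Deletions in the H3 tail lay at -1.64 against the single substitutions (31 strains, permutation adjusted p = 0.000405), with 22 below the median. The deletions of residues 17 to 24 (1.24) and 29 to 32 (1.22) were highest. In stationary phase 5 rose and 6 fell, also when adjusted over the list alone, and counted from day 7 the list lay at -0.14. Deletions in the H4 tail went both ways, at 0.08 (15 strains, permutation adjusted p = 0.926): those of residues 9 to 16 and 9 to 12 (1.51) were high, and those of residues 1 to 4 and 15 to 18 (-2.99) were low. Of these 6 rose and 2 fell, with the same counts when adjusted over the list alone.

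**Figure D2:**
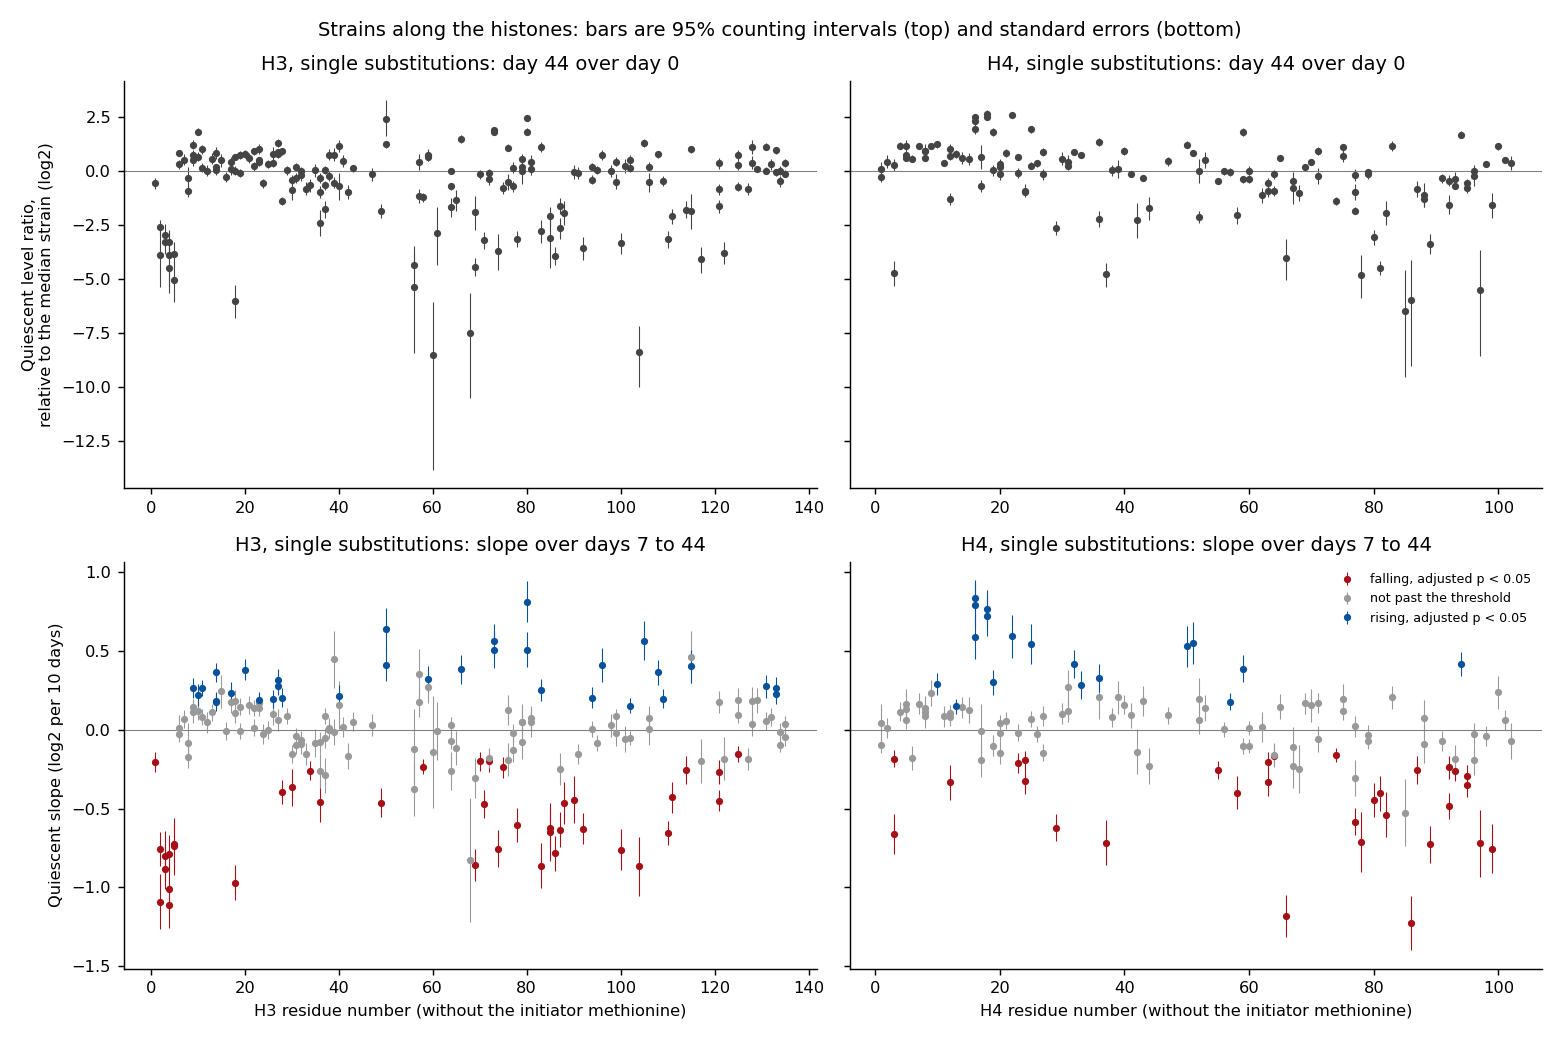
Quiescent ratio of day 44 over day 0 relative to the median strain (log2, top, bars are 95% counting intervals) and slope over days 7 to 44 (log2 per 10 days, bottom, bars are SE, coloured where the edgeR adjusted p passed 0.05) against residue number, for single substitutions of H3 (left) and H4 (right). H4H18A is highest at 2.68 and H3L60A lowest at -8.53.

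The remaining lists did not pass at day 44 over day 0 with the summed counts of the quiescent fraction. The H3 N-terminal tail differed by 0.13 (77 strains, permutation adjusted p = 0.689; 14 rose and 15 fell, also when adjusted over the list alone), with H3S10A (1.85) and H3K27A (1.30) at one end and H3K18Q and H3Q5E (-5.05) at the other. The surface needed for silencing around H3K79, known as the LRS surface, differed by -0.04 (25 strains, permutation adjusted p = 0.926). It held both H3T80D and H3E73A (1.92) and the low H4R78K (-4.78) and H4V81A (-4.48), and 5 rose and 8 fell (5 and 9 when adjusted over the list alone). Core lysines that can be modified differed by -0.25 (27 strains, permutation adjusted p = 0.660), with H3K56A (-5.35 on 98 and 2 counts, -8.42 to -3.46) and H3K56Q (-4.35) lowest and H4K59R (1.84) highest. Of these 2 rose and 4 fell (2 and 3 when adjusted over the list alone). Tail residues that can be phosphorylated differed by 0.44 (16 strains, permutation adjusted p = 0.596; 3 rose and 3 fell, also when adjusted over the list alone). The 2 strains at positions of SIN mutations, which relieve the need for the SWI/SNF remodeller, differed by 0.99 (exact permutation adjusted p = 0.624), with H3E105Q rising and none falling, also when adjusted over the list alone. Arginines that enter the minor groove differed by -0.69 (3 strains, permutation adjusted p = 0.660), with H3R83A at -2.76 and H3R83K at 1.13. Of these 1 rose and 2 fell, also when adjusted over the list alone.

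Among the other structural segments of H3, the second helix (29 strains) differed by -0.80 with a permutation adjusted p of 0.0693, and 6 rose and 12 fell, also when adjusted over the list alone. The N-terminal helix differed by -0.63 (8 strains), the first helix by -0.58 (20), the first loop by 0.58 (10), the second loop by -1.17 (3) and the third helix with the C-terminus by 0.38 (20), with permutation adjusted p of 0.383 to 0.596. In the same order 2, 3, 3, 1 and 3 of their strains rose and 1, 6, 2, 0 and 3 fell (2, 3, 3, 2 and 3 rising and 1, 7, 2, 0 and 3 falling when adjusted over the list alone). In H4, the second loop (8 strains) differed by -1.50 with a permutation adjusted p of 0.0693, and 8 of 8 strains stood below the median. Of these 4 fell, and 5 when adjusted over the list alone. The first helix of H4 differed by 0.34 (12 strains), the first loop by -0.48 (4), the second helix by 0.22 (30), where the medians differed by -0.22, and the C-terminus by 0.07 (11), with permutation adjusted p of 0.660 to 0.926. In the same order 3, 0, 4 and 1 of their strains rose and 1, 0, 7 and 4 fell (3, 0, 4 and 1 rising and 1, 0, 6 and 4 falling when adjusted over the list alone).

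Tested on the stationary-phase slope, 8 lists passed. The H4 tail (0.17 log2 units per 10 days above other substitutions, permutation adjusted p = 0.0154), its basic patch (0.37, permutation adjusted p = 0.00792) and the acetylated lysines (0.24, permutation adjusted p = 0.00792) again lay higher. Hydrophobic fold residues (-0.23, permutation adjusted p = 0.0118) and the third helix of H4 (-0.29, permutation adjusted p = 0.0170) lay lower. The other 3 were the lists that the study chose on these samples: the Sir3 contacts (0.70), the fold edges (0.23) and the buried residues (-0.54). On the down barcode alone 4 of these lists passed, and the H4 tail, the third helix of H4, the fold edges and the buried residues did not. H3 tail deletions did not pass on the slope (-0.11, permutation adjusted p = 0.217).

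**Figure D3:**
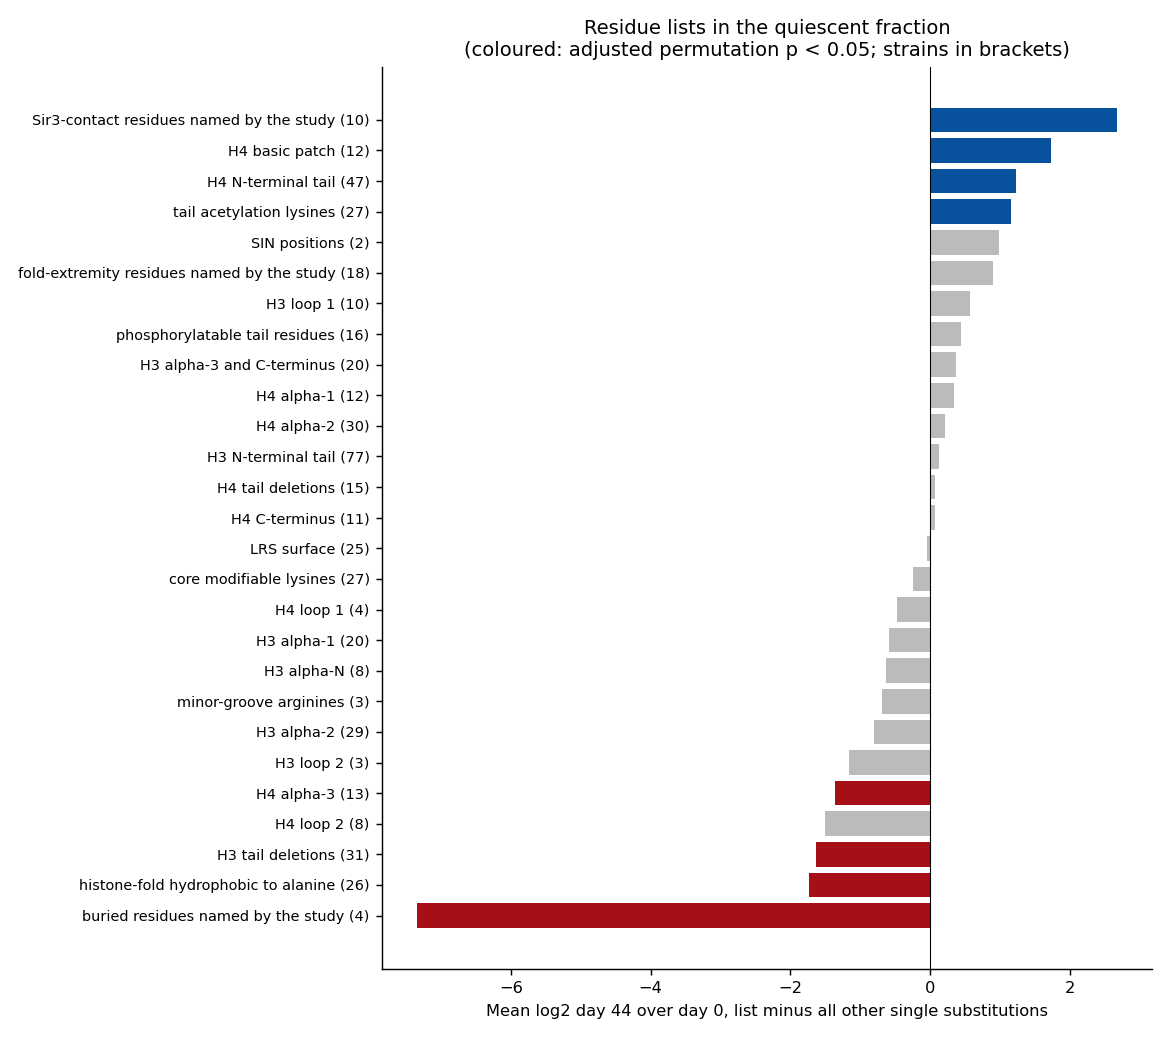
Difference in mean log2 ratio of quiescent day 44 over day 0 between the strains of each list and all other single substitutions (bars), for 27 lists with their number of strains in brackets, coloured where the permutation adjusted p passed 0.05. The Sir3 contacts named by the study lie at 2.68 and the buried residues it named at -7.34.

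Substitutions that mimic a modified and an unmodified residue were compared within residues. Glutamine, which resembles acetyl-lysine, and arginine, which stays charged, differed most at H3K18, where H3K18Q stood at -6.00 and H3K18R at 0.67. H4K12R (-1.29) lay below H4K12A (1.05) and H4K12Q (0.70), and H3K18R, H4K12A and H4K12Q were chosen after their values were seen. Over 21 lysines the glutamine strain lay below the arginine strain by a mean of -0.67 ± 1.82 (SD), lower at 12 and higher at 9 (permutation p = 0.0950, adjusted over 3 comparisons p = 0.285). Alanine against arginine differed by -0.31 ± 1.03 (18 lysines, lower at 12, permutation p = 0.224), and aspartate, which resembles a phosphate, against alanine at serines and threonines by 0.11 ± 0.94 (18 residues, higher at 12, permutation p = 0.640).

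In the non-quiescent fraction fewer strains had a trend over the whole course. Falling strains included H3F104A, H3L60A, H3Q68A, H3K18Q (adjusted p = 0.0140), H3K4,9,14,18R, H3K56A and the deletions of H3 residues 4 to 15 (adjusted p = 0.00847), 5 to 20 and 13 to 24. H4H18Q was the one strain that both rose here (0.21 ± 0.04 log2 units per unit of log2(day + 1), adjusted p = 0.0121) and belonged to the 10 highest quiescent strains. The other 2 rising strains, H3K125A (0.11 ± 0.03) and H3S135D (0.12 ± 0.03), were named because the count is small and were chosen after their values were seen. In all 23 of 347 strains passed, 3 rising and 20 falling, and the DESeq2 Wald test called 38. The result leaned on the day 0 library: without it 22 strains passed, 11 rising and 11 falling, of which 6 were among the 23. Without day 1 the count was 37, and with a linear day scale it was 0 by edgeR, with 36 strains at an unadjusted p under 0.05.

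Within stationary phase, the same slope test on the non-quiescent libraries called 0 strains by edgeR, with 37 at an unadjusted p under 0.05. Slopes spread less there, with an SD across strains of 0.08 log2 units per 10 days against 0.37 in the quiescent fraction. The 10 highest quiescent strains had non-quiescent ratios of day 44 over day 0 between -0.80 (H3E50A) and 1.05 (H4H18Q). Across strains, which are not independent replicates, the ratios of both fractions had a Spearman correlation of 0.64.

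The direct comparison of fractions asked which mutants were richer among quiescent cells. From day 7 on, H4K16A was higher there by 1.98 ± 0.45 log2 units (SE, edgeR adjusted p = 0.0184), H4H18A by 1.90 ± 0.46, H4H18Q by 1.89 ± 0.41, H3E50A by 1.73 ± 0.36 and H4K16Q by 1.69 ± 0.49. In the same range were the deletions of H4 residues 1 to 12 (2.15 ± 0.29), 5 to 12 (1.93 ± 0.27) and 9 to 12 (1.80 ± 0.24), H4I50A (1.82 ± 0.28) and H3E105Q (1.79 ± 0.27), followed by H4R36K (1.66 ± 0.17) and H4N25D (1.61 ± 0.30). The deletions of residues 1 to 12 and 5 to 12 were chosen after their values were seen. Such an average need not hold at each day. H4K16Q held 547 quiescent and 563 non-quiescent counts at day 7, against 2881 and 723 at day 44. H3Q68A (-3.07 ± 0.49), H3F104A (-2.74 ± 0.43) and H3L60A, which lay between these 2, were lower. In those days 176 strains passed, 91 higher and 85 lower, and the wild type did not (0.09 ± 0.10). These days are serial samples of 1 culture, and their fraction differences correlated at 0.81 to 0.95 across strains from day 14 to day 44. The test takes them as independent, so its p-values and the count of calls may overstate the evidence. On days 0 to 5 alone 0 strains passed by edgeR, with 4 at an unadjusted p under 0.05. This does not show that the fractions were alike then, since day 5 ran opposite to days 2 and 3 in the same average. The SD across strains of the fraction difference was 0.81 at day 2 and 0.83 at day 3, against 0.52 at day 7. Over the 10 days together, which was the comparison set beforehand, 0 strains passed by edgeR, with 87 at an unadjusted p under 0.05, a lowest adjusted p of 0.0734 and 56 calls by the DESeq2 Wald test. Without day 5, 47 strains passed (30 higher, 17 lower).

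As groups, 9 lists differed between fractions over the 10 days, with permutation adjusted p of 0.000135 to 0.0413. Higher in the quiescent fraction were the H4 basic patch (0.46), the first helix of H4 (0.34) and the H4 tail deletions (0.39). Lower were the second loop (-0.59) and the third helix (-0.36) of H4 and the hydrophobic fold residues (-0.23). Of the lists the study chose on these samples, which are not independent evidence, the Sir3 contacts (0.82) and fold edges (0.41) were higher and the buried residues (-1.16) lower.

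The difference between the fractions changed with time in many strains, but the fractions did not part steadily. Its SD across strains was 0.38 at day 0, 0.83 at day 3, 0.52 at day 7 and 1.35 at day 34. The quiescent share of H4K16Q rose against its non-quiescent share by 0.58 ± 0.14 log2 units per unit of log2(day + 1) (SE, edgeR adjusted p = 0.0159), that of H3E50A by 0.56 ± 0.10, of H4K16A by 0.56 ± 0.13 and of H3T80D by 0.52 ± 0.11. It fell for H3R2A (-0.83 ± 0.19, adjusted p = 0.0122), H4I66A (-0.75 ± 0.17), H3K4A (-0.71 ± 0.20) and the deletion of H4 residues 1 to 4 (-0.67 ± 0.23). In all 114 of 347 strains had such an interaction, 53 rising and 61 falling, against 137 by the DESeq2 Wald test. With library totals the split was 19 rising and 103 falling, and with the wild type as the reference 21 rising and 83 falling. The count was 18 without day 44, 24 without day 34, 42 without day 24 and 70 without day 2, and 64 on the down barcode alone.

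**Figure D4:**
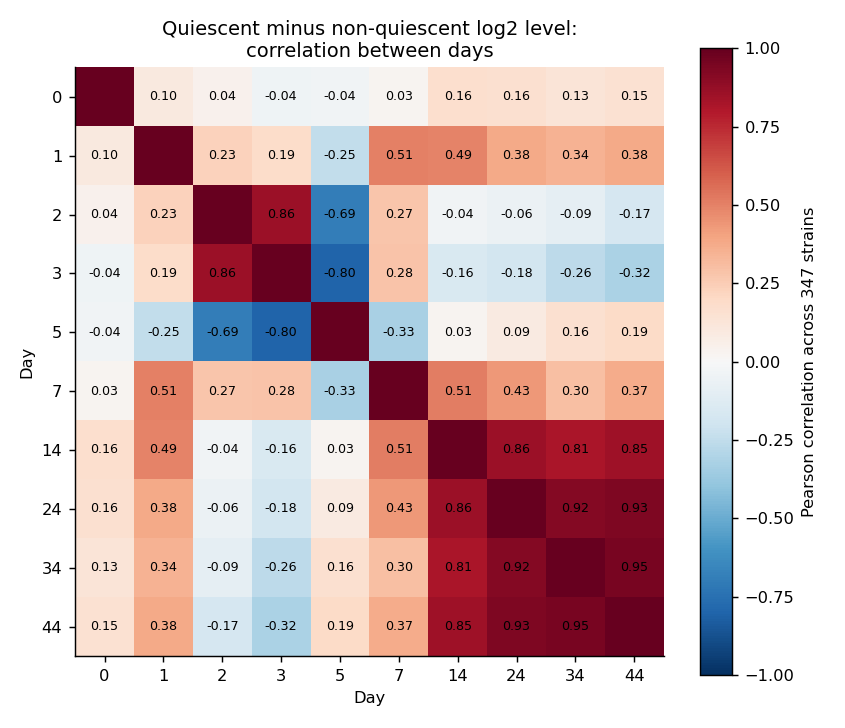
Pearson correlation across 347 strains of the quiescent minus non-quiescent log2 level between each pair of the 10 days (both axes). Days 14 to 44 correlate at 0.81 to 0.95, while day 5 correlates at -0.69 with day 2 and -0.80 with day 3.

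At day 5 the difference between the fractions ran opposite to that of the days before it. Across strains, which are not independent replicates, it had Pearson correlations of -0.69 with day 2, -0.80 with day 3 and -0.33 with day 7. Among the libraries of days 1 to 3 and 7, the quiescent library of day 5 was closest to the non-quiescent library of day 3 (Spearman 0.973, against 0.878 for the closest of its own fraction), and the non-quiescent library of day 5 to the quiescent library of day 3 (0.979, against 0.963). Outside those days, the non-quiescent library of day 5 also lay close to that of day 14 in its own fraction (0.967). From day 7 to day 44 the non-quiescent libraries had Spearman correlations with each other of 0.981 to 0.991 and the quiescent libraries of 0.765 to 0.993.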

Values the study reported

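The study described a library of approximately 400 strains, followed in a culture kept for up to 55 d. In one place levels were given relative to the onset of stationary phase, which it placed at 6 d, and in its methods relative to the mixed population at the start.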

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

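Chosen only after the results were seen were the tests of exchanged libraries at days 2, 3 and 5, of loss before day 7, of an excess in the day 0 library, of the fit without the most abundant strains, of the interaction over days 7 to 44 and of the splits by days 14 to 44, and the other splits, the counting-noise tests and the test of slope precision were fixed earlier. Among 16 tests for a library far from the other 9 of its fraction, with the highest and the lowest library tested separately, 3 passed. Chance passes at most about 1 in 20 of such tests if libraries are independent, which serial samples of 1 culture are not. The quiescent library of day 34 held 337544 counts, more than any other library. The quiescent library of day 24 drew 12.4% of its counts from the down barcode. The quiescent library of day 5 had the highest share of counts from barcodes without a strain name, 20.7%, and these barcodes were not analysed here.

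In 114 strains the quiescent and the non-quiescent trend differed by the interaction test. In log2 units per unit of log2(day + 1), the quiescent share gained in H4K16Q (0.58), H3E50A (0.56), H4K16A (0.56), H3T80D (0.52), H4H18A (0.49), H4K16R (0.46), H4H18Q (0.42) and H3E50Q (0.38). It lost in H3R2A (-0.83), H4I66A (-0.75), H3K4A (-0.71), H4V86A (-0.67) and the deletion of H4 residues 1 to 4 (-0.67). Exchanging the fractions within days gave as many calls in 2 of 100 splits, the real one included, and the highest other split, with 136 calls, left days 0, 1 and 5 unexchanged and exchanged the others. Chance is not excluded by this, since the days are serial samples of 1 culture: the 92 splits that parted days 14 to 44 called 0 strains, and of the 8 that kept them together 2 gave as many. For the fraction term over all days, the real split called 0 strains, so that 100 of 100 splits called as many whatever the data, which tells nothing about chance, and the highest other split, with 99, exchanged days 2 and 3.

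The fraction difference of day 5 ran opposite to that of days 2 and 3. Counting noise is argued against by the up and down barcodes, whose day 5 differences correlated at 0.793 across strains (95% bootstrap interval 0.704 to 0.870). An exchange of the 2 fractions at day 5 and one at days 2 and 3 are candidate explanations that cannot be told apart: with its sign turned day 5 correlated at 0.327 with day 7 (0.226 to 0.420) but at -0.135 with the mean of days 14 to 44 (-0.251 to -0.018), and with their sign turned days 2 and 3 correlated at -0.289 with day 7 (-0.408 to -0.167) but at 0.184 with that mean (0.057 to 0.312). Among the libraries of days 1 to 3 and 7, each day 5 library was nearest to one of the other fraction, and calls of the fraction term rose from 0 to 67 with day 5 exchanged and 99 with days 2 and 3 exchanged, whereas the interaction went from 114 to 139 and 81. A true reversal of the fractions at day 5 was not tested and stays open.

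At day 44, 65 strains lay more than 4-fold below the median strain. Of their counting intervals 100% had an upper bound below -1. These intervals come from the 2 libraries that picked the strains and take reads as independent, so they do not exclude few counts as a cause. A chance excess in the quiescent day 0 library alone is argued against by the non-quiescent libraries, where the median of these strains was -1.98 at day 44 (-2.97 to -1.30). An excess shared by both day 0 libraries cannot be told in this way. In the quiescent fraction, loss before day 7 as the whole cause is argued against by their median of -2.07 from day 7 to day 34 (-2.34 to -1.81), in 2 libraries that took no part in picking them. The day 34 library comes from the same culture and correlated with day 44 at Spearman 0.993, so it is not independent of the picking of these strains. Loss before day 7 was present in many of them: 26 of 65 had most of their quiescent log2 drop by day 7, and in the non-quiescent libraries, which share no library with the ratio, 40 of 65 lay more than 2-fold down at day 7 and the median was -1.54 (-2.25 to -0.95). That median lay below the 2-fold bound that was set, but whether its interval did depends on the centring, since with ratios centred as for day 44, a version computed after the first was seen, it was -1.67 (-2.38 to -1.08), and slow growth and death in stationary phase both stay open as biology.

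Slopes after day 7 were called in the quiescent libraries, while 0 strains were called in the non-quiescent libraries. Lower precision there is argued against by the median standard error, which was 0.445 times that of the quiescent slopes (0.416 to 0.475). In the fit without the 10 most abundant strains, 129 of the 133 called strains that remained in the fit (97.0%) were still called. TMM scaling already limits the pull of such strains in both fits, so this check bears little on a few abundant strains as the cause. With library totals as the scaling 142 strains were called, 33 rising and 109 falling, and 112 of them were shared with the main fit. The direct test, the interaction over days 7 to 44 on linear day, called 88 strains, 38 rising and 50 falling. A difference between the fractions in how strains are lost and an uneven recovery of cells from the gradient, which was not tested, both stay open.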

How the results depend on the processing

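Chosen after the data were seen were the exchange of day 5, the fit without the 10 most abundant strains, the late interaction and the alternatives for lists on slope and fraction effect. Of 773 comparisons for the day 44 ratios of 86 named strains, 517 stayed within the counting interval, 245 moved and 11 changed sign. Of the 517, 86 were against the authors' table, which holds the same counts and so agreed by construction, and 25 of 86 strains stayed with a day 1 baseline and 28 of 86 with a day 7 baseline. Of 264 for the slopes of 16 named strains 236 kept call and direction, 24 lost the call and 4 changed sign. Of 189 for the 27 lists 159 kept both, 6 gained a call, 9 lost it and 15 changed sign. Of 157 for counts and substitution pairs 136 stayed within 1.5 times or kept direction and call. The trend over the whole course in quiescent libraries stayed within 1.5 times in every alternative run, between 125 and 198 strains when a day was left out. Except where a value is said to show it, the cause was not tested. Depth limits the ratios that rest on 1 to 3 counts at day 44.

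Stationary slopes numbered 32 to 165 when a day was left out and 0 in the non-quiescent libraries by edgeR (37 at an unadjusted p under 0.05). Non-quiescent trends numbered 16 to 37 when a day was left out, 38 by the DESeq2 Wald test, 11 with at least 100 counts, where fewer strains are tested, and 0 by edgeR on linear day (36 at an unadjusted p under 0.05). Fraction effects numbered 0 to 47 when a day was left out, 56 by the Wald test, 176 over days 7 to 44 and 67 with day 5 exchanged. Interactions numbered 18 to 144 when a day was left out and 64 on the down barcode. Strains over 2-fold above at day 44 numbered 19 relative to the wild type, which lies above the median strain at 0.41. Lists passing at day 44 numbered 5 with residues as the unit, where fewer units are tested, and lists passing on slope 4 on the down barcode.

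With a day 7 baseline the day 44 ratio turned to 1.73 for H3K115Q, 0.30 for H4E52A, 0.55 for H4R36A and 0.69 for H4V43A. With a day 1 baseline it turned to 1.93 for H3K115Q, 0.39 for H3K122Q, 0.43 for H3K56A, 1.41 for H4R36A, 0.17 for H4V43A and 0.75 for the deletion of H4 residues 15 to 18. H4N25A turned to -0.15 relative to the wild type. Slopes per 10 days turned to 0.030 for H3R2A in the non-quiescent libraries, to -0.031 (library totals) and -0.015 (wild type as the reference) for H3T11A, and to -0.015 for the wild type with library totals.

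Among lists, the H4 basic patch lost its call in the non-quiescent fraction (0.75) and with residues as the unit (1.85), as did the acetylated tail lysines (0.36 and 1.25) and the third helix of H4 (-0.28 and -1.50), which also lost it on the down barcode (-1.10). H3 tail deletions lost it from day 7 (-0.14), and the Sir3 contacts in the non-quiescent fraction (0.61). Calls were gained in the non-quiescent fraction by the N-terminal helix (-1.47) and the second loop (-2.18) of H3. The second loop of H4 gained one on the down barcode (-1.64) and over the mean of days 24, 34 and 44 (-1.52), and the fold edges from day 7 (0.83) and in medians (1.06). None of the following passed at day 44 over day 0 in the quiescent fraction. From day 7 the difference turned to -0.038 for the H3 tail, 0.11 for core lysines, -0.076 for phosphorylatable residues, 0.56 for the N-terminal helix of H3, 1.09 for its second loop, 0.084 for the first loop of H4 and -0.37 for its C-terminus. In the non-quiescent fraction it turned to 0.20 for the LRS surface, -0.58 for SIN positions, -0.43 for the first helix of H4, 0.11 for minor-groove arginines and -1.04 for H4 tail deletions. The H4 tail deletions passed the test there, with their sign turned. The LRS surface turned to 0.013 on the up barcode, the second helix of H4 to -0.22 in medians, and H4 tail deletions to -0.023 over the mean of days 24, 34 and 44. In the non-quiescent fraction, alanine against arginine turned to 0.033 and aspartate against alanine to -0.17.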

Other observations

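The test of H3 residues 2 to 5 was chosen only after the result was seen, and the test of strains sharing a residue was fixed earlier. Different substitutions of one residue ended far apart at some sites. Alanine and lysine differed at several arginines: H4R3A stood at 0.32 and H4R3K at -4.71, H3R83A at -2.76 and H3R83K at 1.13, and H4R36A at -2.22 and H4R36K at 1.34 at day 44. H3K18A stood at 0.04 beside H3K18Q at -6.00. H4R3A and H3K18A were chosen after their values were seen. Of 121 pairs of strains sharing a residue, 12 differed by more than 2 log2 units. Even so, different substitutions of a residue may act alike for the most part: the mean absolute difference within a residue was 0.985, against 1.60 when residues were permuted (85 residues, 188 strains, permutation p = 1e-05, the smallest the permutations can give).

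The far end of the H3 tail may matter for the level in the quiescent fraction after day 7. Noticed first in the substitutions, 9 of 9 strains at residues 2 to 5 fell after day 7, against 6 of 56 in the rest of the tail to residue 36, and their mean ratio of day 44 over day 7 was -3.26 against 0.14. Among the deletions, those that remove any of residues 2 to 5 lay lower than the other H3 tail deletions by a mean of -1.97 (8 against 23 deletions, means -1.81 and 0.16, permutation p = 0.00024). Of these 8 deletions 4 fell after day 7, against 2 of the other 23, and those of residues 4 to 20 (-0.08) and 5 to 24 (-0.12), chosen after their values were seen, stood near the median strain. This remains a hypothesis, since both sets come from 1 culture and were read in the quiescent fraction only. In the non-quiescent fraction H3K4A stood at -0.87 at day 7 and -1.23 at day 44, over day 0 and relative to the median strain. A lower quiescent level therefore need not mean that a strain was lost from the culture.

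Deletions of the H4 tail differed between the fractions. Against the single substitutions they lay at -1.04 in the non-quiescent fraction at day 44 over day 0 (15 strains, permutation adjusted p = 0.0075) and at 0.08 in the quiescent fraction.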
